# More than meets the eye: mutation of the *white* gene in *Drosophila* has broad phenotypic and transcriptomic effects

**DOI:** 10.1093/genetics/iyaf097

**Published:** 2025-05-17

**Authors:** April Rickle, Krittika Sudhakar, Alix Booms, Ellen Stirtz, Adelheid Lempradl

**Keywords:** *Drosophila*, *white* gene, genetic background, backcrossing, behavioral phenotyping, transcriptomics

## Abstract

The *white* gene, one of the most widely used genetic markers in *Drosophila* research, serves as a standard background mutation for transgene insertions and genetic manipulations. While its primary function involves eye pigmentation, mutations in *white* have been associated with diverse phenotypic effects, including those related to metabolism, behavior, and stress responses. However, many of the published studies do not account for differences in genetic background, raising concerns about the interpretation of experimental results. To address this, we generated fly lines through 10 generations of backcrossing that are highly genetically similar except at the *white* locus, minimizing background variation. Given the likely metabolic consequences of *white* gene deletion and its role in neurotransmitter production, we focused on behavioral, metabolic, and fitness-related traits and performed transcriptomic analysis on adult fly heads. Our findings both confirm and refine previous observations, revealing that some reported effects of *white* mutation are robust while others likely reflect underlying genetic background differences. These results emphasize the necessity of genetic background control in *Drosophila* research and warrant caution when using *white* mutants as a baseline for comparative studies.

## Introduction

First described in 1910 by Thomas Hunt Morgan (Morgan 1910), the *white* (*w*) gene encodes an ABC class transporter involved in the intracellular transport of eye pigment precursors (tryptophan, guanine, and kynurenine) and other small molecules (GMP, guanine, amine, riboflavin, xanthine, zinc, and pyruvate) (Sullivan and Sullivan 1975; Sullivan *et al*. 1979, 1980; Mackenzie *et al*. 1999; Borycz *et al*. 2008; Ferreiro *et al*. 2018; Myers *et al*. 2021; Sasaki *et al*. 2021). Its disruption prevents pigment biosynthesis, resulting in white eyes. Due to resource availability and ease of selection, functional *white* (w^+^) has been extensively used as a marker for transgene insertions into *white* mutant (w^−^) backgrounds (Green 2010). Although often considered a “neutral” mutation, numerous studies report phenotypic effects across a wide range of biological processes, including behavior, neurodegeneration, metabolism, lifespan, immunity, and oxidative stress (Geer and Green 1962; Zhang and Odenwald 1995; Hing and Carlson 1996; Anaka *et al*. 2008; Borycz *et al*. 2008; Elias *et al*. 2008; Ambegaokar and Jackson 2010; Simon *et al*. 2012; Krstic *et al*. 2013; Chan *et al*. 2014; Zalucki *et al*. 2015; Navrotskaya *et al*. 2016; Xiao and Robertson 2016; Qiu *et al*. 2017; Xiao *et al*. 2017; Ferreiro *et al*. 2018; Myers *et al*. 2021; Sasaki *et al*. 2021). Some of these phenotypes can be attributed to retinal degradation due to pigmentation loss and inability to filter excess light. This deficit has long been associated with abnormalities in behaviors requiring sight (Borycz *et al*. 2008; Simon *et al*. 2012; Xiao *et al*. 2017; Ferreiro *et al*. 2018). However, *white*'s role in pigmentation cannot explain differing phenotypes such as locomotor degeneration, recovery from anoxia and anesthetics, activity, olfactory learning, cholesterol homeostasis, and lifespan (Kalmus 1943; Zhang and Odenwald 1995; Campbell and Nash 2001; Anaka *et al*. 2008; Dubruille and Emery 2008; Elias *et al*. 2008; Oxenkrug 2010; Zalucki *et al*. 2015; Xiao and Robertson 2016; Qiu *et al*. 2017; Xiao *et al*. 2017; Ferreiro *et al*. 2018; Myers *et al*. 2021). Unfortunately, the use of diverse w^−^ fly lines (isoCJ1, w^1118^, w^1^, w^a^, w^a4^, and w^+^) and w^+^ lines (w^e^; Canton-S, Oregon-R, Vallecas, g^1^, and ry^50^) in such publications makes comparisons difficult (Kalmus 1943; Zhang and Odenwald 1995; Campbell and Nash 2001; Anaka *et al*. 2008; Dubruille and Emery 2008; Elias *et al*. 2008; Oxenkrug 2010; Zalucki *et al*. 2015; Xiao and Robertson 2016; Qiu *et al*. 2017; Xiao *et al*. 2017; Ferreiro *et al*. 2018; Myers *et al*. 2021). Additionally, due to their short lifespan, small population sizes, and repeated bottleneck events, fly lines maintained separately for many generations are bound to diverge genetically (Dobzhansky and Spassky 1962; Briscoe *et al*. 1992; García-Dorado *et al*. 2007). This genetic drift and accumulation of genetic variations over time has been observed in laboratory stocks dating back to 1962 (Dobzhansky and Spassky 1962). Most of the above studies do not control for genetic background, with only a minority of studies addressing this critical variable (Simon *et al*. 2012; Chan *et al*. 2014 ; Xiao *et al*. 2017; Myers *et al*. 2021; Sasaki *et al*. 2021).

A systematic comparison of w^+^ and w^−^ flies is essential to clarify the broader physiological consequences of this widely used genetic marker. To minimize background differences, we generated fly lines through 10 generations of backcrossing that are highly genetically similar except at the *white* locus. We then assessed the impact of *white* mutation across multiple biological domains. Behavioral traits were evaluated using locomotor, activity, and social spacing assays; metabolic traits through measurements of starvation resistance, triglyceride levels, and oxidative stress; and fitness traits via egg laying, hatching success, lifespan, and immune response. Finally, we performed transcriptomic analysis of adult fly heads to characterize gene expression changes. This integrated approach allowed us to disentangle the specific contributions of *white* mutation from confounding background effects and to reevaluate previous findings under controlled genetic conditions.

## Materials and methods

For reagents, see Supplementary Table 14.

### Fly husbandry and lines used

Flies were maintained at 25°C at 60% humidity on a 12-h dark/light schedule. Ageing flies were kept 25/vial and flipped weekly onto fresh fly food M without Tegosept using all organic ingredients from LabExpress, Ann Arbor, MI, USA. Fly lines used were w^1118^ line (RRID:BDSC_3605) and Harwich line (obtained from Daniel Hartl at Harvard). FlyBase was used throughout the course of this study (Öztürk-Çolak *et al*. 2024).

### Backcrossing

We backcrossed a wild-type *white* allele from a Harwich female into the w^1118^ background over 10 generations. In each generation, red-eyed virgin female offspring were mated to w^1118^ males (Supplementary Fig. 1). Offspring from the 10th generation included red-eyed and white-eyed males and females in a 1:1:1:1 ratio. These flies were used in all phenotyping assays, except those involving embryos or larvae (e.g. hatching, immune, and oxidative stress), where eye color could not be used to distinguish genotypes. For those assays, we generated homozygous lines. White-eyed males and females from the 10th cross were mated to establish a homozygous w^−^ line (cross 11W), while red-eyed males and females were mated to establish a homozygous w^+^ line (cross 11R). To reduce the chance of including heterozygous flies, red-eyed pairs from cross 11R were single-pair mated (cross 12R). Offspring from vials that produced only red-eyed flies were retained, and lines were monitored for any emergence of white-eyed flies to confirm homozygosity.

### Activity assay

The activity assay was conducted as previously reported (Pfeiffenberger *et al*. 2010). Briefly, single flies were placed into glass capillary tubes with food at one end and a plug at the other. Tubes were placed in the TriKinetics DAM2 monitor, and flies were allowed to acclimate for roughly 10 h before the start of the assay period. The flies' movement was measured in 1-min intervals for the next 48 h. Each time a fly crossed the light beam from the DAM2 halfway across the tube being counted as 1 “activity count.” The *Drosophila* sleep and circadian analysis MATLAB program (SCAMP) was used for analysis to generate various measures of sleep and activity levels from the raw activity counts. Principal component analysis (PCA) of the measurements for all different SCAMP output parameters was performed in R (Vecsey *et al*. 2024).

### RING assay

To assess locomotor function, we employed an automated variant of the original rapid iterative negative geotaxis (RING) assay (Warner Gargano *et al*. 2005). Twenty-four hours prior to testing, 10 flies per replicate were transferred into fresh vials containing standard food. At the time of the assay, flies were transferred into empty plastic vials without CO_2_ and placed into the Locomotor Activity Monitor (LAM25, TriKinetics), which was mounted atop a standard multitube vortex (Talboys) with the tubes in the upright position. The assay consisted of 20 consecutive cycles, each involving 3 s of shaking at the fourth intensity setting every 30 s (total duration: 10 min). This setting reliably knocked all flies to the bottom of the vial without causing harm. After each shake, flies were allowed to climb, and flies crossing the light beam at the midpoint were recorded at 5, 10, 15, 20, and 25 s postshake. The average number of climbs per fly was calculated for the 25-s interval. To prevent cumulative effects of repeated mechanical stress, each weekly time point used flies from the same cohort that had not previously undergone RING testing.

### Social spacing assay

Social spacing was measured using a modified version of previously described methods (Simon *et al*. 2012). All testing was conducted at the same time of day, between ZT5 and ZT9. Flies were briefly anesthetized with CO_2_ and separated into groups of 20 before being placed in a vertical triangular arena (height = 13″, base = 13″). Once all flies had recovered from anesthesia, they were gently tapped to the bottom of the arena to ensure a uniform starting position. Flies were allowed to settle into their preferred social spacing for 20 min, and an image was captured for analysis. The position of each fly was identified using ImageJ, and the distance to its nearest neighbor (NND) was determined.

### Triglyceride assay

Triglyceride content was measured via colorimetry in 8-day-old males and mated females as previously described (Tennessen *et al*. 2014) with minor adjustments. Ten flies were used for each assay, and 5 replicates per condition and sex were performed. The total weight of flies per replicate was recorded before flash freezing in liquid nitrogen. Tubes were placed on ice, and approximately 0.2 g of Lysing Matrix D beads (MP Biomedicals) and 400-µL PBST (0.05% Tween) were added. Samples were homogenized using a FastPrep-24 Machine at 6 m/s for 20 s and then briefly spun down in a microcentrifuge before incubating at 70°C for 10 min. Samples were homogenized again using the same settings and then spun down at 10,000 rpm for 5 min at room temperature. Forty microliters of supernatant from each sample was transferred to a 96-well plate, with 2 technical replicates per sample. Two hundred microliters of triglyceride working reagent (Sigma) was added to each replicate, and 2 wells of 240-µL blank reagent were added to the plate. The plate was sealed and incubated in a 37°C water bath for 10 min. The plates were then spun at 4,000 rpm for 5 min at room temperature, and 100 µL of each replicate was transferred to a new plate to be read on a Synergy Neo2 plate reader at 540 nm.

### Starvation resistance assay

Eight-day-old adult male and mated female flies were separated under mild CO_2_ anesthesia and transferred into vials containing 3 mL of solidified agar media. The assay was set up with 5 replicates per sex and eye color and 20 flies per replicate. The number of dead flies was recorded every 2 h from 6 Am to 10 Pm daily until all flies had died. The value for each replicate represents the time for all 20 flies in the replicate to die.

### Lipid peroxidation

Quantification of lipid peroxidation using BODIPY 581/591 C11 (Invitrogen) was performed as previously described (Kilwein *et al*. 2023). Briefly, embryos or newly hatched L1 larvae were collected and washed in 1× TSS (0.4% *w*/*v* NaCl, 0.03% *v*/*v* Triton-X) before being separated into replicates of 10 individuals each in 15 µL of 1× TSS. Sixty-three-microliter 2× TSS, 60-µL BODIPY solution (1 µL of 5 µm BODIPY 581/591 C11 lipid peroxidation sensor in DMSO per 1-mL ddH_2_O), and approximately 10–20 Lysing Matrix D beads (MP Biomedicals) were added to each sample. Samples were homogenized using a FastPrep-24 Machine at 6 m/s for 30 s and then spun down in a microcentrifuge at 6,000 rpm for 1 min before incubating 30 min in the dark at room temperature. Blank samples consisted of 63-µL 2× TSS, 60-µL BODIPY solution, and 15-µL 1× TSS. One hundred microliters of each sample was transferred to a 384-well plate and read at 485 and 561 nm on a Synergy Neo2 plate reader. Values were calculated by subtracting the blank values from the sample values and then dividing the 485-nm reading by the 591-nm reading.

### Egg laying assay

Egg laying was assessed for virgin and mated females across 3 successive age groups: age 11 (days 10–12), age 21 (days 20–22), and age 31 (days 30–32). The assay used 20 females per replicate with 6 replicates per group over 3 days, with each day counted separately. For nonvirgin females, flies were mated 24 h before the assay. Plates were changed and eggs were counted every 12 h.

### Hatch and embryo survival assay

Eggs from 10- to 14-day-old, mated females were collected between 3 and 4 Pm and separated into replicates of 100 eggs in PBS. From 5 Am to 8 Pm the next day, all hatched larvae were removed and counted hourly. Larvae that hatched before 5 Am or after 8 Pm were excluded from the average hatching time calculation due to inability to accurately confirm time of hatching, but these larvae were included in the hourly hatching and embryo survival data.

### Longevity assay

Newly hatched flies from cross 10 were collected under mild CO_2_ anesthesia and separated into vials based on sex and eye color, with 10 flies per vial and 10 replicates per sex/eye color combination. Vials were checked daily for fly deaths and flipped onto new food every Tuesday and Friday. The assay continued until all flies had died. Lifespan was recorded as the number of days posteclosion. Each replicate value represents the average lifespan of the 10 flies in that replicate.

### Immune assay

Innate immune response was assessed using previously defined methods (Dudzic *et al*. 2015). Briefly, L3 wandering larvae were collected using a 4 M sucrose solution (150-g sucrose/L) added to each vial to allow larvae to float to the top. Male and female larvae were then separated, and each individual was poked with a 0.25-mm tungsten needle in the cranial third region. The larvae were subsequently transferred to a 96-well plate containing fresh 4 M sucrose solution, and after 15 min, larvae exhibiting melanization (brown dot) were counted. Due to high daily variability in the assay, data were normalized to day and sex matched median red eye values.

### RNA isolation

RNA was isolated from 1-week-old unmated males and females. For each sample, 10 heads were removed under mild CO_2_ anesthesia and flash frozen in liquid nitrogen. Five hundred microlteres of Trizol (Invitrogen) and approximately 0.2 g of Lysing Matrix D beads (MP Biomedicals) were added to each sample, and samples were homogenized using a FastPrep-24 Machine at 6 m/s for 30 s 3 times with a 5-min rest on ice in between homogenizations. Samples were vortexed for 15 s and incubated at room temperature for 5 min before adding 100 µL of chloroform, vortexing another 15 s, and incubating at room temperature for 5 min. Samples were centrifuged at 12,000 × *g* for 15 min at 4°C. Two hundred microliters of the upper aqueous layer was transferred to a new tube, where 1 µL of GlycoBlue and 225-µL ice-cold isopropanol were added. Samples were incubated 10 min at room temperature before centrifuging at 12,000 × *g* for 15 min at 4°C. The supernatant was removed, and the pellet was washed twice with 1-mL 75% ethanol and then spun at 7,500 × *g* for 5 min at 4°C to remove the 75% ethanol. Samples were allowed to dry for 10 min before rehydrating with 15-µL nuclease-free water and incubating at 60°C for 5 min.

### RNA sequencing

Libraries were prepared using 500-ng RNA and the Kapa mRNA Hyperprep Kit (Roche) according to the manufacturer's protocol. Samples were sequenced using an Element AVITI to a depth of 30 M reads and a run length of 2 × 75 bp.

### Differential expression, gene set enrichment, and overrepresentation analysis

Low-quality read ends were trimmed, followed by adapter sequence removal using TrimGalore v0.6.1 (Krueger 2019). The—quality and—length parameters were set to 20. Trimmed reads were then aligned to the r6.60 version of the *Drosophila* genome (dos Santos *et al.* 2015) using STAR v2.5.4b (Dobin and Gingeras 2015) with default parameters. ReadsPerGene.out.tab files were imported into R v4.4.1 (R Core Team 2021) to obtain a counts table. DESeq2 v1.44.0 (Love *et al*. 2014) was then run to detect differentially expressed (DE) genes (Supplementary File 1). Gene set enrichment was performed in R using gene set enrichment analysis (GSEA) 4.3.3 (Subramanian *et al*. 2007), gene set size filters (min = 10; max = 500), weighted enrichment statistics, and Signal2Noise gene ranking. .gmt files for enrichment analysis were generated using code presented in “reference code to generate gmt file.” The results of the enrichment analysis were displayed in a network plot created using Cytoscape 3.10.1 (Shannon *et al.* 2003), plotted are pathways with *q* < 0.1 and overlap similarity coefficient > 0.1 (Fig. 4c). Annotation clusters were identified using AutoAnnotate (Kucera *et al*. 2016). Results of the GSEA and cluster analysis can be found in Supplementary Tables 2–5. Counts and statistical analyses for up- and downregulated (adjusted *P* < 0.05) gene overlaps between males and females were done in R using the GeneOverlap package v1.40.0 (Shen 2024) (Fig. 4b; Supplementary File 2). DE genes with an adjusted *P*-value cutoff of <0.05 were used to perform the overrepresentation analysis in WebGestalt (2024 release) (Elizarraras *et al*. 2024) (Fig. 4d–g; Supplementary Files 3 and 4).

### Statistics

All statistics were calculated in GraphPad Prism unless stated otherwise. In the RING, activity, social spacing, body weight, triglyceride content, starvation resistance, egg laying, median lifespan, immune reactivity, and hatching by hour assays, we used a full effects model 2-way ANOVA with Šídák's multiple comparisons to determine significance. The lipid peroxidation data did not pass D’Agostino and Pearson testing for normality, so a Mann–Whitney test was used to determine significance. For the survival/longevity assay, we used a log-rank test to determine significance. For the hatching time and embryo survival assays, we used an unpaired *t*-test. To test for significance of differences in expression of *white*, we used a Brown–Forsythe and Welch ANOVA with a Dunnett multiple comparisons test. The activity assay PCA was done in R using the prcomp function.

## Results

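The *white* gene (symbol *w*, FBgn0003996) lies on the X chromosome from 2790599 to 2796466, on the minus strand, in the Ensembl annotation of the BDGP6.54 assembly. The annotation lists 1 protein-coding transcript of *w*, with 6 exons that cover 2352 bp.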

To establish a working model, we performed ten generations of backcrossing to insert a wild-type copy of *white* from a Harwich line into the commonly used w^1118^ line (RRID: BDSC_3605), whose loss of function stems from a partial deletion (Hazelrigg *et al*. 1984) of *w*. Heterozygote females from generation 10 were then crossed with w^1118^ males to yield 1:1:1:1 w^+^ males, w^+^ females, w^−^ males, and w^−^ females (Supplementary Fig. 1). The progeny was then used to determine the effects of loss of *white*. Age and sex matched flies are used for all experiments and comparisons. For all figures, data for red-eyed flies are represented in red and data for white-eyed flies are represented in gray.

### Behavioral phenotyping reveals differences in activity patterns and climbing ability

Despite *white*'s role in visual processing and the biosynthesis of neurotransmitters, histamine, and melatonin (Borycz *et al*. 2008), a systematic analysis comparing wake/sleep patterns of w^+^ and w^−^ flies at different ages is currently lacking. *Drosophila* circadian rhythms are primarily driven by light, especially in controlled laboratory settings that minimize temperature fluctuations (Dubowy and Sehgal 2017). Aged wild-type and neurodegenerative disease model flies tend to experience changes in activity levels and disturbed sleep compared to younger or healthier counterparts (Koudounas *et al*. 2012; Chakravarti *et al*. 2017). We measured animal movement over time using the TriKinetics Drosophila Activity Monitor (DAM2) in conjunction with the analysis program SCAMP, which calculates 51 different activity and sleep behavior measures (Vecsey *et al*. 2024). w^−^ flies, while suffering from reduced visual acuity (Ferreiro *et al*. 2018), still exhibit functional circadian rhythms (Supplementary Fig. 2e–r). To capture how these variables might contribute to differences between w^+^ and w^−^ flies, we performed PCA of all measurements produced with SCAMP (Fig. 1a and b). The first principal component (PC1) separates w^+^ and w^−^ flies and accounts for 35.7 and 41.6% of variability in the male and female dataset, respectively. To determine the variables driving these differences, we isolated and plotted the top 10 measures contributing to PC1 (Fig. 1c and d). This analysis reveals in both sexes and across different ages that w^+^ flies show an increase in sleep-related parameters, while w^−^ flies show an increase in activity and wake parameters (Supplementary Fig. 2a–d). While the factors making up PC1 indicate changes in overall behavioral patterns, they cannot fully identify significant differences. For a more traditional statistical approach, we performed 2-way ANOVA using the SCAMP results. This analysis agrees with the PCA results, showing significantly increased sleep-related parameters for w^+^ flies and activity/wake-related parameters for w^−^ flies (Fig. 1e and f; Supplementary Table 1). In summary, we present the first account of activity and sleep behavior differences in backcrossed w^+^ and w^−^ flies. Our results show that while the circadian rhythm remains intact, w^−^ significantly affects sleep/wake patterns, leading to decreased sleep and increased activity levels.

**Fig. 1.**
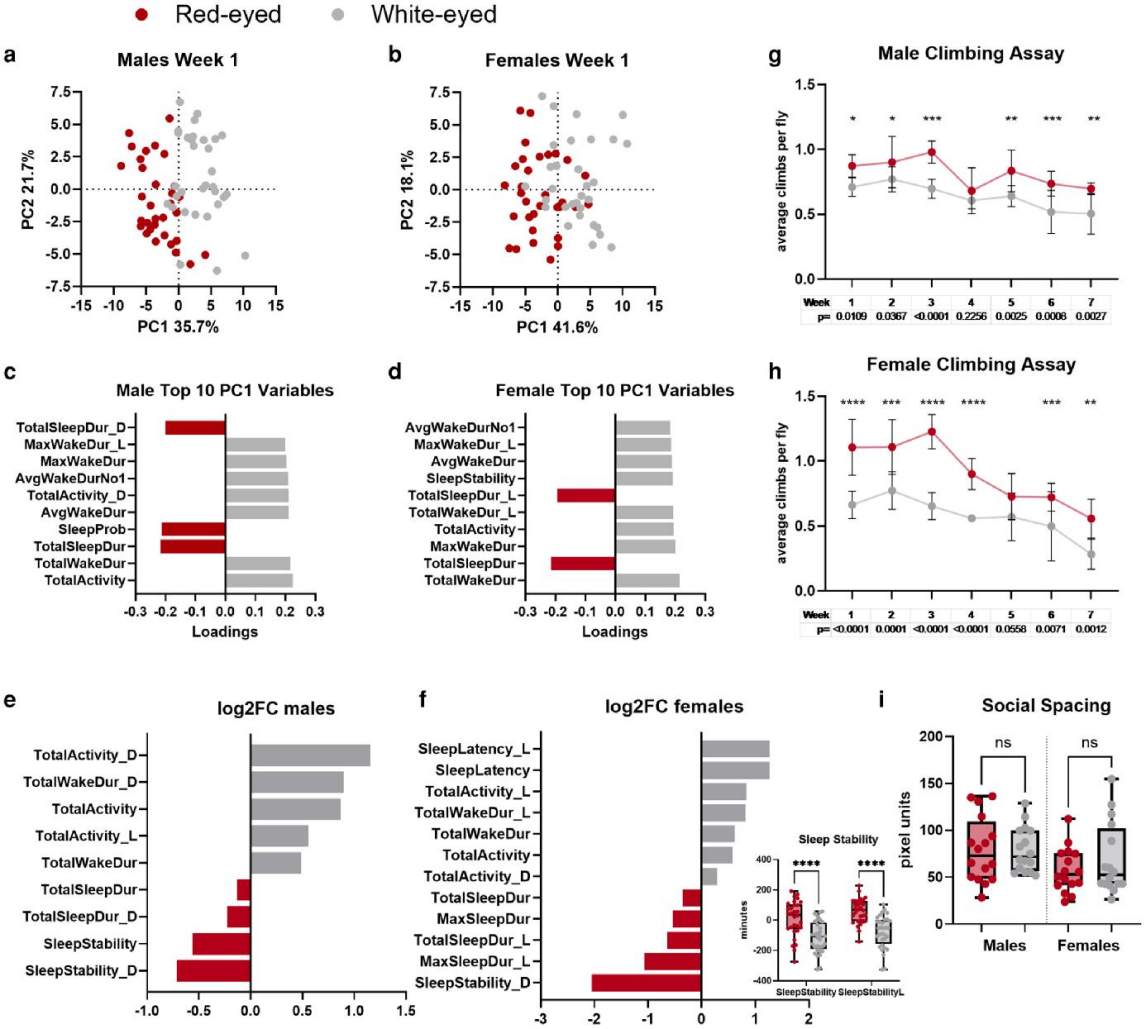
Behavioral phenotyping reveals differences in activity levels and age-related locomotor degeneration but not social spacing. For all panels, red-eyed flies are represented in a dark red hue and white-eyed flies are represented in a light gray hue. a, b) PCA of activity data. Each dot represents an individual fly, with its position reflecting the similarity in activity and sleep patterns as measured by SCAMP (Vecsey *et al*. 2024). Red- and white-eyed flies cluster separately along the first principal component (PC1), which explains 35.7% of the variance in males a) and 41.6% in females b). See also Supplementary Fig. 2. c, d) PCA loadings for the top 10 parameters output by SCAMP contributing to principal component 1 (PC1) for males and females, respectively. e, f) Log2 fold change for significant (*P* < 0.05) activity parameters in 1-week-old male and female flies, respectively. Due to the negative values, raw sleep stability is shown in the insert box plot ****P < 0.0001. For a)–f), *N* = 32 flies per group. g, h) Climbing ability of male and female flies, respectively. *P*-values for the multiple comparisons are shown below the graph. *N* = 5 replicates of 10 flies each for each climbing assay. The error bars represent 95% confidence intervals. i) Social spacing of males and females. Median distance to each individual's nearest neighbor was calculated. *N* = 16 replicates of 20 flies each.

Retinal degeneration is a common measure for neurodegeneration in *Drosophila*. Previous studies comparing w^1118^ to other wild-type strains, such as Oregon-R and Vallecas, have linked *white* mutation to progressive retinal degeneration, suggesting a potential role in age-related neurodegeneration (Ferreiro *et al*. 2018). However, this retinal degradation could simply be due to eye pigment loss and exacerbated over time by light exposure. To assess neurodegeneration independent of eye pigmentation, we measured locomotor ability using the RING assay (Anaka *et al*. 2008; Ambegaokar and Jackson 2010; Chakravarti *et al*. 2017). Previous studies reported poor locomotor ability in aged w^−^ flies, based on comparison between w^1118^ and wild-type strains such as Vallecas and Canton-S. However, these studies assessed limited time points (Qiu *et al*. 2017; Ferreiro *et al*. 2018). To evaluate the locomotor ability of our isogenic w^+^ and w^−^ flies throughout their approximate median lifespan, we tested them weekly from 1 to 7 weeks posteclosion. At all time points, w^−^ flies averaged worse locomotor function than w^+^ flies, with this difference being significant most weeks (Fig. 1g and h) in agreement with previous studies. However, the rate of locomotor deterioration remained similar between w^+^ and w^−^ flies as they aged. These findings suggest that *white* mutation impairs baseline neuromotor function but does not by itself accelerate age-related locomotor decline.

*Drosophila* social behavior is shaped by chemical cues such as scent and pheromones but can also be affected by visual cues (Aso *et al*. 2014; Rooke *et al*. 2020; Billeter *et al*. 2024). Previous studies comparing 4- to 5-day-old w^+^ Canton-S (CS) to w^−^ CS flies carrying the w^1118^ mutation (w^1118^Cs_10_) reported altered social spacing, potentially due to reduced visual acuity of *white* mutants (Simon *et al*. 2012). To determine whether our genetically matched w^+^ and w^−^ flies show similar effects, we performed the same social spacing assay and calculated nearest neighbor distances with the cohort. Unexpectedly, we detected no significant differences in social behavior between w^+^ and w^−^ flies (Fig. 1i). It is possible that the CS and w^1118^Cs_10_ lines used in the published study, while initially backcrossed, diverged over time due to genetic drift. Our results suggest that visual acuity differences are unlikely to drive social spacing behavior and emphasize the confounding role of genetic drift across laboratory stocks in behavioral assays.

### Metabolic phenotyping reveals sex-specific differences in triglyceride levels and starvation resistance

*White* is responsible for intracellular transport of small molecules, including metabolites such as tryptophan and guanine. Its mutation has been associated with changes in downstream metabolism in prior studies (Mackenzie *et al*. 2000; Badawy 2017; Hebbar *et al*. 2023). Altered tryptophan metabolism has also been linked to lipid metabolism in mice and human tissue culture and cholesterol homeostasis in flies (Myers *et al*. 2021; Luo *et al*. 2024). In rats, increased tryptophan levels have been associated with increased lipid peroxidation, a common readout for oxidative stress (Aviram *et al*. 1991). While we did not directly measure tryptophan metabolites in this study, we selected metabolic assays based on *white's* established role in metabolism. To control for developmental and age-related variation, all metabolic assays were performed on 8-day-old adult flies under standard 12-h light:dark cycles.

We first measured body weight and triglyceride content. No difference in body weight was observed between w^+^ and w^−^ flies in either sex (Fig. 2a). However, w^−^ males show significantly lower triglyceride content than w^+^ males (Fig. 2b), with no significant differences observed in females.

**Fig. 2.**
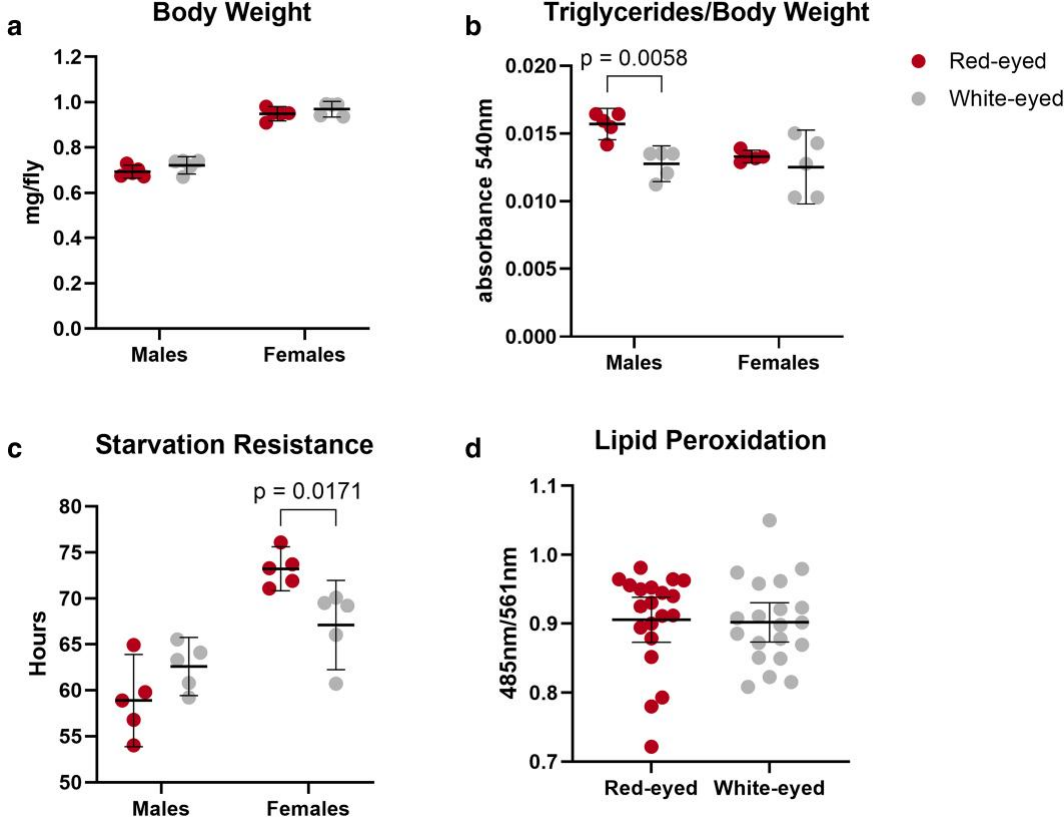
Mutation of the *white* gene affects triglyceride levels and starvation resistance in a sex-specific manner. a) Body weight per fly of w^+^ and w^−^ males and females. b) Triglyceride content per body weight of fly compared for males and females. For a) and b), *N* = 5 replicates of 10 pooled flies. c) Starvation resistance measured by the number of hours for all flies in a replicate to die. *N* = 5 replicates of 20 flies each. d) Lipid peroxidation measured by absorbance ratio using BODIPY 581/591 C11 (Invitrogen). *N* = 20 replicates of 10 individuals each. All error bars represent the mean with 95% confidence interval.

Because triglyceride content can influence starvation resistance, we next performed a starvation resistance assay (Oudman *et al*. 1994). A previous study comparing w^1118^ with Oregon-R, and Vallecas wild-type strains reported reduced starvation resistance w^−^ flies of both sexes, although triglyceride content was not assessed (Ferreiro *et al*. 2018). In our backcrossed lines, we found that w^−^ females had significantly reduced starvation resistance compared to w^+^ females, while no difference was observed in males (Fig. 2c). These results partially validate previous findings (Ferreiro *et al*. 2018) and, when considered alongside our triglyceride measurements, suggest that *white* mutation affects metabolic phenotypes in a sex-specific manner. Notably, triglyceride levels and starvation resistance did not show a consistent relationship across sexes, indicating that additional factors beyond energy stores likely contribute to the observed survival differences.

Oxidative stress is linked to neurodegeneration in both humans and flies, and w^1118^ flies have lower resistance to oxidative stress from paraquat or H_2_O_2_ exposure compared to Oregon-R and Vallecas (Ferreiro *et al*. 2018). These findings suggest a link between *w* mutation and oxidative stress. To test whether *white* affects oxidative stress, we measured lipid peroxidation levels in embryos. As w^+^ and w^−^ embryos are indistinguishable, we generated homozygous w^+^ and w^−^ embryos from our isogenic crosses for these experiments. No significant differences were observed (Fig. 2d), suggesting that under baseline conditions, *white* mutation does not alter oxidative stress sensitivity in early development.

### Fitness phenotyping reveals a difference in mated egg laying

Egg production requires both energy and nutrients, with protein availability being particularly important (Mirth *et al.* 2019). Despite the role of *white* in tryptophan transport, its effects on egg laying have not been studied. To assess egg laying behavior, we counted the number of eggs laid by unmated and mated females at 11, 21, and 31 days of age. We observed no significant difference in egg production by unmated females; however, mated w^−^ females laid significantly more eggs than w^+^ females at both 21 and 31 days (Fig. 3a and b), despite previous reports of reduced heterosexual copulation success in w^−^ males (Hing and Carlson, 1996; Krstic *et al.* 2013; Xiao *et al.* 2017). To determine whether this increase reflected differences in fertility or embryo viability, we conducted additional hatching and embryo survival assays. We observed no significant differences in average time to hatch, number of eggs hatched per hour, or total embryo survival between homozygous w^+^ and w^−^ lines (Supplementary Fig. 3). These results suggest that *white* mutation affects mated egg laying behavior but not fertilization success or embryonic viability.

**Fig. 3.**
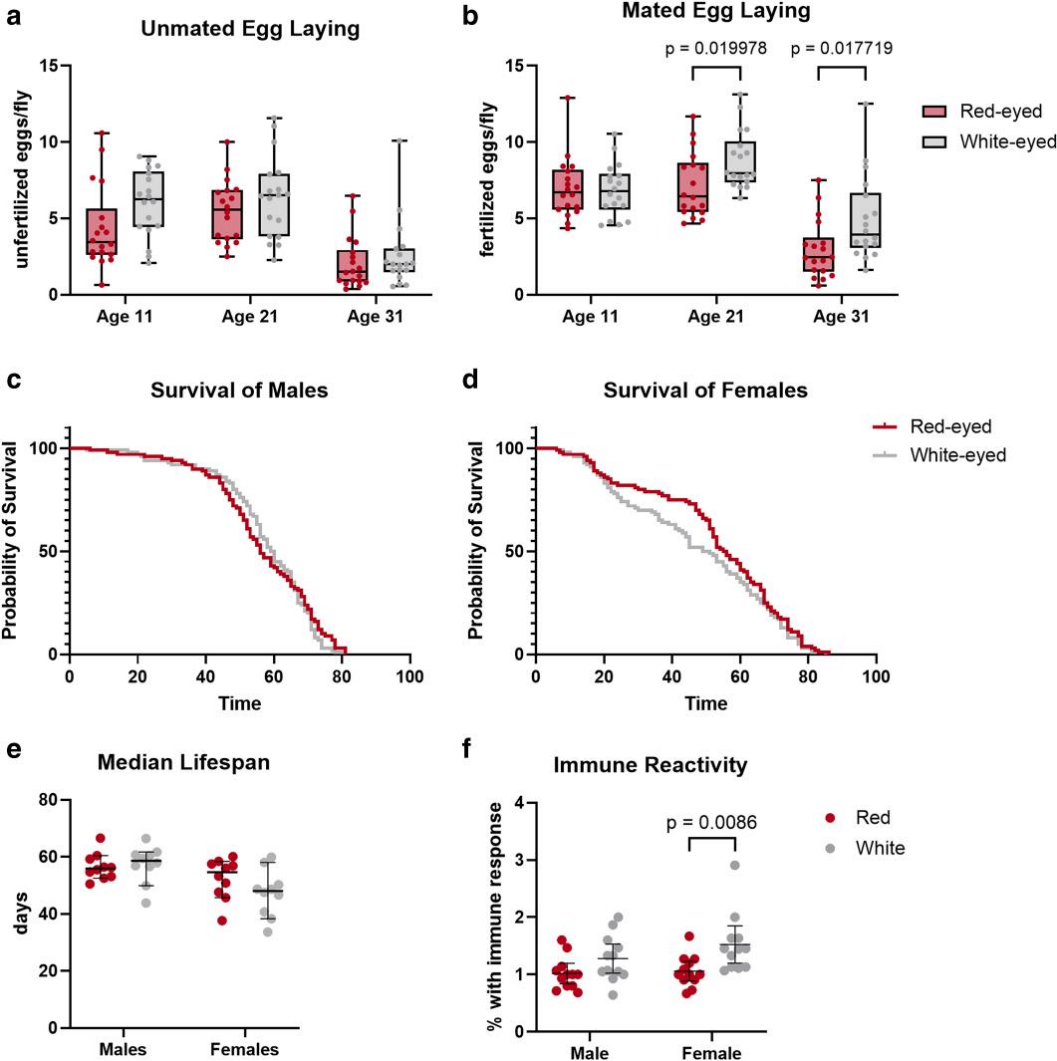
The *white* gene affects mated egg laying. a, b) Eggs laid per unmated and mated females respectively at 11, 21, and 31 days of age. *N* = 6 replicates of 20 females over 3 days. c, d) Survival curve for males and females, respectively. e) The median lifespan of red- and white-eyed males and females shows no significant difference between w^+^ and w^−^ males and females. *N* = 10 vials of 10 flies each. Error bars represent the median with 95% confidence intervak. f) Immune reactivity measured as the % of larvae with immune response normalized to the median red eye value. *N* = 9 replicates of 20 larvae each. Error bars represent the mean with 95% confidence interval.

Previous studies using w^1118^, Canton-S, and Oregon-R have reported differences in lifespan between w^+^ and w^−^ lines (Oxenkrug 2010; Qiu *et al*. 2017; Ferreiro *et al*. 2018). Notably, these studies reported conflicting results. For example, w^−^ w^1118^ flies have been shown to live longer than Oregon-R, but no differences were observed between w^1118^ and Canton-S flies, while Oregon-R flies were found to live significantly longer than Canton-S flies (Ganetzky and Flanagan 1978; Oxenkrug 2010; Qiu *et al*. 2017). These discrepancies point toward genetic background as a contributing factor. To clarify the role of *white*, we measured lifespan in our backcrossed w^+^ and w^−^ lines. We observed no significant difference in median lifespan or survival curves between genotypes in either sex (Fig. 3c–e), indicating that the previously reported changes were due to genetic background variation rather than the *white* mutation.

In humans, extensive research indicates a link between tryptophan metabolism, inflammation, and the immune system (Seo and Kwon 2023). A similar link has been proposed for *Drosophila*, where metabolites of the kynurenine pathway were shown to interact with zinc and influence the immune system (Garay *et al*. 2022). However, the effect of *white* mutation on immune function has not been previously tested. Based on this rationale, we assessed innate immune reactivity in third instar larvae from w^+^ and w^−^ lines. We observed a sex-specific difference: w^−^ females exhibited an increase in immune reactivity, while no difference was observed in males (Fig. 3f). These results suggest that *white* may influence immune signaling in a sex-dependent manner.

### RNA-seq reveals general and sex-specific gene expression changes

Given the potential far-reaching effects of *white* mutation on metabolism and the observed differences in behavior, we performed gene expression analysis on heads from 1-week-old w^+^ and w^−^ male and female flies to assess the system-wide effects of *white mutation*.

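Each sample was a pool of 10 heads, and 5 samples were sequenced for each of the 4 conditions, w+ males, w- males, w+ females and w- females, which makes 20 samples. In the cross, w+ females carry 1 copy of the Harwich allele of *white*, as do w+ males. The authors counted the reads on each gene, on the reverse strand, and deposited these counts without normalization for 17609 genes, of which 17597 had a record in the Ensembl annotation. Between 34211100 and 48866963 reads per sample were counted on genes. The median was 42485164 in w+ males, 36309992 in w- males, 41908817 in w+ females and 38942794 in w- females. The total was larger in w+ than in w- males, at 43.0 ± 3.69 against 36.3 ± 1.61 M reads (SD, n = 5 each; two-sided exact permutation test, p = 0.0079, the smallest p that 5 samples against 5 allow). In females it was 42.4 ± 3.83 against 38.0 ± 2.44 M reads (SD, n = 5 each; same exact test, p = 0.079). A gene with 3 counts would have between 0.0614 and 0.0877 CPM (counts scaled to the total of the sample) at these depths. The male RNA roX1 had between 4028 and 4690 CPM in each male sample and between 27.1 and 41.5 CPM in each female sample, and the yolk protein gene Yp1 had at most 18.1 CPM in males and at least 21087 CPM in females. Within each sex, genes with at least 10 counts in at least 3 of the 20 samples and in at least 3 of that sex's 10 samples were tested with edgeR's quasi-likelihood test, with TMM normalization and the replicate number as a block. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 are called DE.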

Differential gene expression analysis revealed 1,312 and 1,752 total DE transcripts in males and females, respectively, with more genes downregulated than upregulated in w^−^ flies of both sexes. 

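In males 11187 genes were tested and 1421 were DE, of which 519 were higher and 902 lower in w- flies. In females 10762 genes were tested and 993 were DE, of which 508 were higher and 485 lower in w- flies. On average, samples with the same replicate number deviated together from their group means in males. Their mean correlation across genes was 0.273, against -0.0459 for samples with other numbers. Single pairs in males ran from -0.479 to 0.753, so not every pair deviated together. In females the mean was -0.116 against 0.0464, with single pairs from -0.437 to 0.252. Without the replicate block, 1737 genes were DE in males and 659 in females, and 1310 and 550 of these were DE with the block too. With DESeq2 and the replicate block, as in Supplementary File 1, 1365 genes were DE in males, 912 of them lower in w- flies, and 1715 in females, 922 of them lower. In the edgeR fit with the block, leaving out replicate 1, 2, 3, 4 or 5 gave 112, 240, 618, 82 or 1121 DE genes in females. The genes with the largest rises in both sexes, among DE genes that changed the same way in all 5 replicate pairs, were CG12995, CG12998, CG31862, CG13046 and CG31268. The last of these rose from 0.135 ± 0.0443 to 1.33 ± 0.152 CPM in males (SD, n = 5; edgeR log2 fold change 3.27, standard error 0.25, adjusted p = 2.6e-04) and from 0.169 ± 0.0436 to 1.35 ± 0.235 CPM in females (SD, n = 5; edgeR log2 fold change 2.99, standard error 0.20, adjusted p = 9.1e-04).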

As expected, we detected a >99% decrease in *white* expression in w^−^ flies in both males and females (Fig. 4a and b; Supplementary 4a). 

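Each w+ male sample had between 374 and 509 counts on *w* and each w- male sample between 8 and 15. Each w+ female sample had between 481 and 688 counts and each w- female sample between 4 and 15. The TMM-normalized value of *w* fell from 10.9 ± 1.70 to 0.290 ± 0.0603 CPM in males (SD, n = 5), a decrease of 97.3% and a log2 fold change of -5.21 (standard error 0.12, edgeR adjusted p = 4.4e-07). In females it fell from 13.5 ± 1.61 to 0.210 ± 0.117 CPM (SD, n = 5), a decrease of 98.4% and a log2 fold change of -6.03 (standard error 0.23, edgeR adjusted p = 4.4e-04). Every w+ sample had a higher value than every w- sample of its sex. With each replicate number left out in turn, the log2 fold change stayed between -5.35 and -5.15 in males and between -6.36 and -5.86 in females. When the replicate block was left out, it was -5.21 in males and -6.01 in females. Normalized over all 20 samples, *w* was higher in w+ females than in w+ males, at 14.6 ± 1.70 against 10.1 ± 1.58 CPM (SD, n = 5 each), a log2 difference of 0.54 (two-sided exact permutation test, p = 0.0079). With library size alone in place of TMM normalization this difference was 0.27 (p = 0.095 in the same exact test).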

To better interpret the other gene expression changes, we performed GSEA. 

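The memberships of the paper's gene sets were not used here, and 9 sets of genes were listed by symbol for the pathways the paper names. Each set was tested in each sex with camera, a competitive test in limma that asks whether a set moved more than the other genes, with an inter-gene correlation of 0.01 and p-values adjusted over the 9 sets in both sexes. Across the 10611 genes tested in both sexes, *w* left out, the log2 fold changes of males and females had a Pearson's r of 0.699 and a Spearman's rho of 0.655. This correlation is across genes, which are not independent replicates. Of these genes, 8074 (76.1%) changed in the same direction in both sexes. The 82 tested genes of cytosolic ribosomal proteins had a mean log2 fold change of -0.25 in males (camera adjusted p = 4.3e-44) and -0.46 in females (camera adjusted p = 8.3e-27), and the mean was lower in the w- sample of all 5 replicate pairs in both sexes. In females, 2 of the 16 ways of swapping w+ and w- within replicate pairs gave the ribosomal set a p-value as small, the real one included. The genes of cuticle proteins had a mean log2 fold change of 0.12 in males (44 genes, camera adjusted p = 3.1e-04) and 0.28 in females (41 genes, camera adjusted p = 1.7e-04), and were higher in 4 of 5 pairs in both sexes. Without the replicate block the means were -0.26 and -0.48 for the ribosomal proteins and 0.11 and 0.29 for the cuticle proteins. With fry, a test of the set alone, the adjusted p-values of the ribosomal proteins were 0.0058 in males and 0.042 in females. In the paper's own supplementary tables, 41 gene sets in males and 151 in females have a q-value under 0.1, and 19 sets are lower and 7 higher in w- flies in both sexes.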

While females had a greater number of enriched pathways, the overall results for males and females were similar, with an overlap of many gene sets (Fig. 4c; Supplementary Fig. 4b and Supplementary Tables 2–5). Consistent with the effects of *white* on metabolism, our analysis reveals related pathways, such as glucose and fatty acid metabolism as significantly altered in both sexes.

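The 24 tested genes of fatty acid metabolism had a mean log2 fold change of -0.39 in males (camera adjusted p = 2.2e-14) and -0.38 in females (camera adjusted p = 2.2e-09). Of the 24 genes, 24 were lower in w- males and 23 in w- females. The 16 tested genes of glycolysis and gluconeogenesis had a mean of -0.43 in males (camera adjusted p = 3.4e-07) and -0.32 in females (camera adjusted p = 2.4e-04), with 15 of the 16 lower in each sex. For the 20 tested genes of the tricarboxylic acid cycle the mean was -0.16 in males (camera adjusted p = 4.0e-04) and -0.12 in females (camera adjusted p = 0.044). Of these 20 genes, 16 were lower in w- males and 14 in w- females. Their median log2 fold change was -0.091 in males and -0.011 in females, closer to no change than the mean. All 3 sets were lower in the w- sample of all 5 replicate pairs in each sex. A fit that left out the replicate block gave means in males and females of -0.40 and -0.41 for fatty acid metabolism, -0.44 and -0.34 for glycolysis and gluconeogenesis, and -0.16 and -0.13 for the tricarboxylic acid cycle, whose adjusted p in females was then 0.073. In males, 4 of the 16 within-pair swaps of the samples gave glycolysis and gluconeogenesis a p-value as small as the real one, which is counted among them. The mean log2 CPM of 4 fat body marker genes other than yolk proteins also fell by 0.87 in w- males (two-sided exact permutation test, p = 0.0079) and fell by 0.70 in w- females (same exact test, p = 0.063).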

**Fig. 4.**
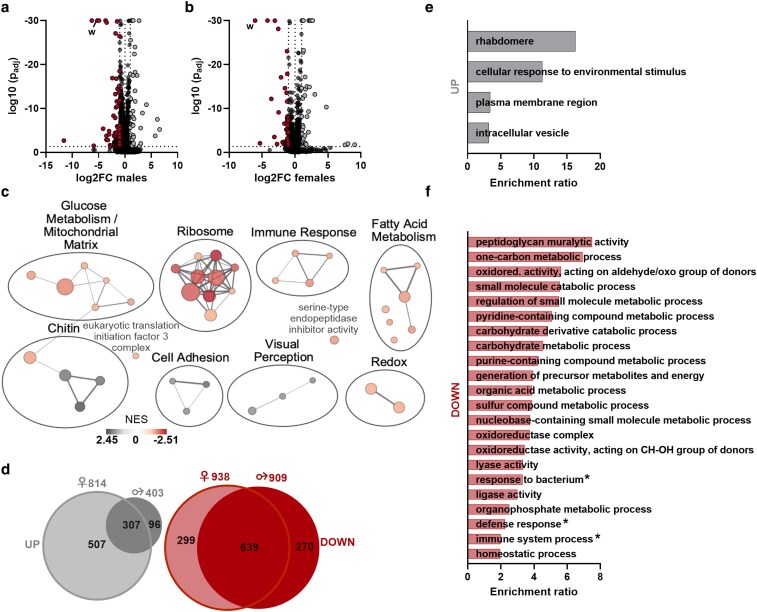
RNA-seq reveals significant both broad and sex-specific gene expression changes. a, b) Volcano plots of DE genes for males a) and females b). Expression of *w* is significantly lower in both male and female w^−^ flies. See also Supplementary Fig. 3a. c) GSEA. Plotted are only significant pathways (*Q* = 0.1) and edges with 0.1 similarity. See also Supplementary Tables 2 and 3 and Supplementary Fig. 3b. d) Significantly (*P* < 0.05) differentially upregulated (left/gray diagram) and downregulated (right/red diagram) genes in females (left circle) and males (right circle). The number above each circle is the total number of up or downregulated genes for that condition, with the numbers inside the Venn diagram showing how many of those genes are unique or shared between males and females. See also Supplementary Tables 6–9. e, f) Overrepresentation analysis for up- and downregulated male-specific DE genes (*P* < 0.05) respectively. See also Supplementary Fig. 4c and d and Supplementary Tables 10–13.

The sex-specific effects seen in our phenotyping analysis prompted us to investigate sex-specific transcriptional changes across the genome. Despite a significant overlap in DE genes between sexes, we identified 366 and 806 DE genes unique to males (Supplementary Tables 6 and 7) or females (Supplementary Tables 8 and 9), respectively (Fig. 4d). 

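Of the 10612 genes tested in both sexes, 267 were higher and 301 lower in w- flies of both sexes, and 0 were DE in opposite directions. One-sided Fisher's exact tests on genes, which are not independent replicates, gave odds ratios of 44.0 (p = 1.4e-238) and 26.9 (p = 2.2e-215) for these overlaps. A further 853 genes were DE in males and not in females (252 higher and 601 lower in w- flies), and 425 in females and not in males (241 higher and 184 lower). The difference between the sexes was tested itself as an interaction of sex and genotype over all 20 samples, with the 10 replicate pairs as blocks. Of 11423 genes, 3 had an adjusted p-value under 0.05 in edgeR's test of this interaction. These were APC7, with a female minus male log2 fold change of 2.18 (adjusted p = 0.0072), FarO with 1.34 (adjusted p = 0.0072) and CG4020 with 3.21 (adjusted p = 0.035), all on the X chromosome. At an unadjusted p under 0.05 there were 689 genes, where 571 would be called by chance. With DESeq2 this number was 492, fewer than by chance, and with all genes with at least 1 count it was 736 of 16001, where 800 would be called by chance. Other settings gave more than by chance. The number was 631 without the replicate block, 675 with DESeq2 size factors and 835 with library size alone. It was 676 of 9907 with at least 10 counts in every sample, where 495 would be called by chance. With a correction for gene length it was 797 of 11412, where 571 would be. DESeq2's test gave 18 genes after adjustment, and edgeR's test without the replicate block gave 3. The paper's own lists were also read from Supplementary Tables 6–9. Of its 366 genes unique to males, 356 were tested in females and 330 (92.7%) changed in the same direction there. Of its 806 genes unique to females, 799 were tested in males and 749 (93.7%) changed in the same direction. Of the male list, 1 gene had an interaction p-value under 0.05 when adjusted over all genes and 3 when adjusted over the list alone. Of the female list 0 did under either adjustment. An unadjusted p under 0.05 was found for 58 genes of the male list and 186 of the female list. Adjusted within each direction alone, 13 of the 96 genes higher and 1 of the 270 lower in the male list passed, and 0 of the 507 higher and 3 of the 299 lower in the female list. DESeq2's test of the interaction called 4 genes of the male list and 10 of the female list. Both lists were chosen on these data, so the counts over the lists show no stability of their own.

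**Figure D1:**
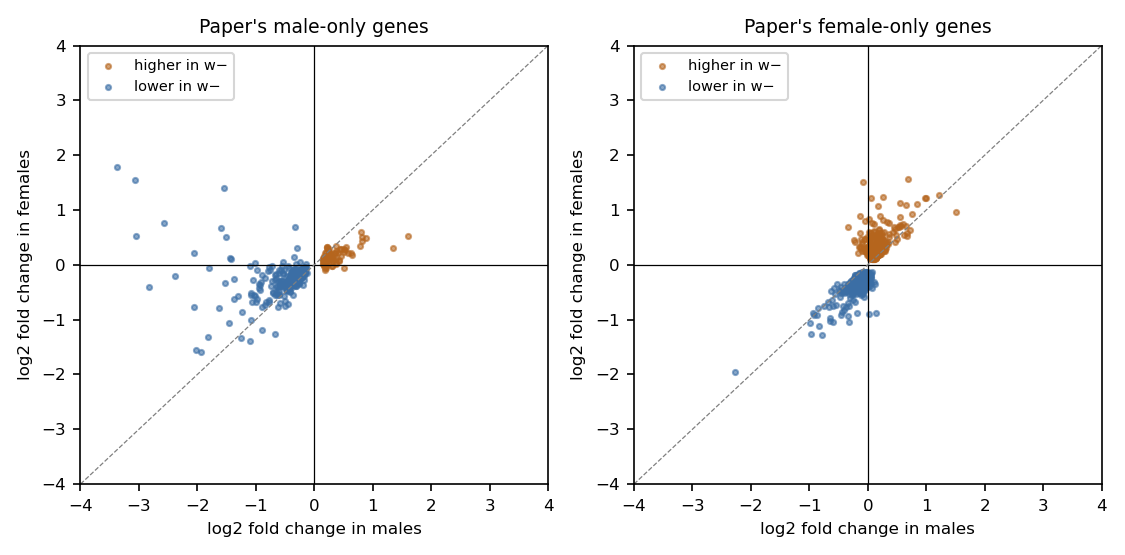
Log2 fold change (w- against w+) in males on the horizontal axis and in females on the vertical axis for the genes the paper lists as unique to males (left) or to females (right), with genes higher in w- in orange, genes lower in blue and equal change on the dashed line. Of 1155 genes with a value in both sexes, 4 lie outside the axes, and 330 male-list and 749 female-list genes have the same sign in both sexes.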

We performed overrepresentation analysis on these sex-specific DE genes to identify related transcriptional programs. 

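The 26 genes of phototransduction had a mean log2 fold change of 0.20 in males (camera adjusted p = 1.3e-06, higher in 5 of 5 replicate pairs) and 0.04 in females (camera adjusted p = 0.41, higher in 3 of 5 pairs). The difference of the female and male means was -0.17 (adjusted p = 2.6e-11 with camera and 0.079 with fry). The means were 0.19 in males and 0.03 in females when the replicate block was left out. In the paper's overrepresentation tables, the term rhabdomere lists 6 genes higher in w- males, whose median log2 fold change was 0.26 in males and 0.02 in females. In edgeR's test 4 of the 6 had an interaction p under 0.05, both before adjustment and after adjustment over these 6 genes alone. After adjustment over all genes, 0 of the 6 passed in edgeR's test and 1 in DESeq2's. The 6 genes were chosen on these same samples as DE in males and not in females. That choice favors a small interaction p, and adjustment over the 6 alone does not correct for it. The table of genes lower in w- males names 20 genes for carbohydrate metabolic process, whose median was -0.36 in males and -0.19 in females, and 19 of the 20 were lower in w- females as well. For the nucleobase-containing small molecule metabolic process it names 20 genes, with a median of -0.26 in males and -0.20 in females, and 20 of these were lower in w- females. None of the genes named for the last 2 terms had an interaction p under 0.05 before adjustment. No term in these tables names more than 20 genes, so the 20 genes may be only a part of a term.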

Male-specific upregulated genes were mostly related to response to environmental stimuli, while the male-specific downregulated genes mainly involved carbohydrate and nucleotide metabolism (Fig. 4e and f; Supplementary Tables 10 and 11). Interestingly, w^−^ males show a depletion of genes involved in immune response pathways, with antimicrobial peptides such as AttB/C/D, CecA1/2, DptB, and Mtk among the leading-edge genes, suggesting reduced immune activity or potential suppression of immune signaling. This observation reinforces our findings from the immune assay and suggests that differences in immune response are not limited to the larval stage. 

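Of 14 antimicrobial peptide genes, 12 were tested in males, with a mean log2 fold change of -1.90 (camera adjusted p = 1.4e-05), and 12 of the 12 were lower in w- males. In males, 4 of the 16 within-pair swaps of the samples gave this set a p-value as small as the real one, which is counted among them. In females all 14 were tested, with a mean of 0.35 (camera adjusted p = 0.88), higher in w- in 4 of 5 replicate pairs. Without the replicate block the mean was -2.04 in males (camera adjusted p = 8.0e-04) and -1.52 in females (camera adjusted p = 0.76). The female minus male difference was 2.26 with the block (adjusted p = 1.6e-05 with camera and 0.40 with fry) and 0.45 without it. Among the single genes, 3 were DE in males with edgeR. CecA2 fell from 0.879 ± 0.755 to 0.0958 ± 0.0629 CPM (SD, n = 5; log2 fold change -3.05, standard error 0.32, adjusted p = 0.0015), CecA1 had a log2 fold change of -3.06 (standard error 0.54, adjusted p = 0.013), and AttD one of -3.37 (standard error 0.73, adjusted p = 0.028). In some w- male samples these 3 genes had fewer than 3 counts, while CecA1 reached 0.588 CPM and AttD 0.241 CPM in others. DptB (-2.57, adjusted p = 0.087), Mtk (-1.94, adjusted p = 0.090), AttC (-2.03, adjusted p = 0.10) and AttB (-1.08, adjusted p = 0.20) were not DE in males with edgeR. With DESeq2 the adjusted p-values of the 7 genes in males ran from 1.2e-05 to 0.026. When the block was left out, CecA1 had an edgeR adjusted p of 0.071. With 1 replicate number left out, the largest edgeR adjusted p was 0.013 for CecA2, 0.056 for CecA1 and 0.062 for AttD. In females edgeR called none of the 7 genes, with adjusted p-values from 0.29 to 0.88. The values of w+ females were widely spread, and replicate 4 had 1538 CPM of AttC and 617 CPM of Mtk. Those of w+ males were spread too. Replicate 1 lay within the range of w- males for AttB, AttD, CecA1 and Mtk. Replicate 2 lay within or below that range for all of the 7 genes but AttD, with 0.171 CPM of DptB. Replicates 3, 4 and 5 of the w+ males lay above the range for all 7 genes, so the size of the fall in males rests mostly on them. From the antimicrobial peptides among the leading-edge genes, the paper proposes reduced immune activity or a suppression of immune signaling in w- males.

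**Figure D2:**
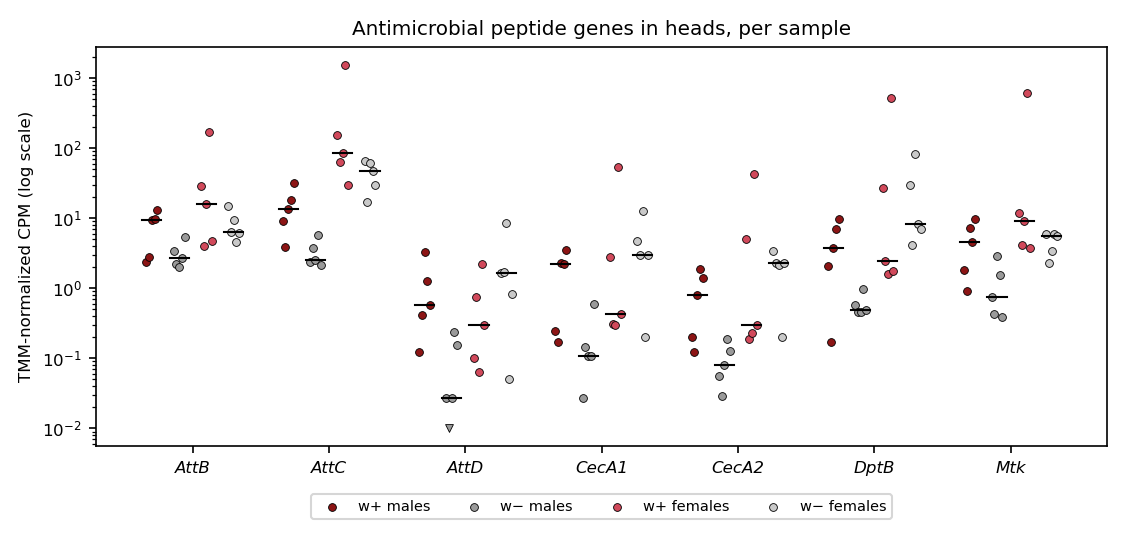
TMM-normalized CPM (log axis) of the 7 antimicrobial peptide genes the paper names, with 1 point per sample, 5 samples per condition and a bar at the median of each condition. In w+ females, replicate 4 is the highest point for all 7 genes, and 1 value of 0 is drawn as a triangle at 0.01 CPM.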

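The 22 genes of muscle structure had a mean log2 fold change of 0.34 in females (camera adjusted p = 6.9e-10, higher in 5 of 5 replicate pairs) and 0.08 in males (camera adjusted p = 0.20, higher in 4 of 5 pairs). The female minus male difference was 0.26 (adjusted p = 6.5e-20 with camera and 0.082 with fry). The 22 genes of ribosome biogenesis had a mean of -0.26 in females (camera adjusted p = 2.9e-07, lower in 5 of 5 pairs) and -0.05 in males (camera adjusted p = 0.38, lower in 3 of 5 pairs), a difference of -0.21 (adjusted p = 1.6e-11 with camera and 0.15 with fry). When the block was left out, the means in females were 0.34 for muscle structure and -0.27 for ribosome biogenesis. In the paper's overrepresentation tables, the term muscle structure development names 20 genes higher in w- females, whose median log2 fold change was 0.28 in females and 0.06 in males, and 12 of the 20 had an interaction p under 0.05 before adjustment. For neuron projection development the 20 genes had a median of 0.23 in females and 0.12 in males, and 5 had such an interaction p. For nucleolus, among genes lower in w- females, the 20 genes had a median of -0.30 in females and -0.05 in males, and 14 had such an interaction p. For small molecule catabolic process the 14 genes had a median of -0.35 in females and -0.26 in males, and 1 had such an interaction p. After adjustment over all genes, 0 of the genes of these 4 terms passed 0.05 in edgeR's test of the interaction. Adjusted over the genes of each term alone, 10 passed for nucleolus, 7 for muscle structure development and 0 for the other 2 terms. These genes were chosen on the same samples as DE in females and not in males, which favors a small interaction p. Adjustment within a term does not correct for that choice. DESeq2's test of the interaction, adjusted over all genes, called 4 genes of muscle structure development and 0 of the other 3 terms. The tables name at most 20 genes for a term, so these values may cover only a part of the terms with 20.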

The top 10 female-specific upregulated genes were enriched for development-related pathways, while the female-specific downregulated genes involved ribosomes, small noncoding RNAs, and small molecule metabolism (Supplementary Fig. 4c and d; Supplementary Tables 12 and 13). In summary, our transcriptomic analysis reveals broad differences in gene expression between w^−^ and w^+^ flies, as well as additional sex-specific effects, further supporting our phenotypic observations.

## Discussion

*White* widely used as phenotypic marker in *Drosophila*, under the assumption that its mutations have minimal side effects. Using flies backcrossed for 10 generations, we show that w^−^ and w^+^ flies show differences in metabolic, immune, and behavioral phenotypes. While our results replicate some previously reported findings, they also diverge from studies that used different genetic backgrounds, highlighting genetic drift and background as major confounding factors. We also present a rigorously controlled transcriptomic dataset, which reveals widespread gene expression differences between w^+^ and w^−^ flies, with functional enrichment in metabolic, immune, and developmental pathways.

Advances in science and improved methods reveal increasingly subtle traits and may uncover previously hidden effects of mutations long used as convenient markers. Given the widespread use of *Drosophila* in disease research, clarifying the effects of w^−^ is critical for accurate interpretation. Here, we employed widely used, sensitive, state-of-the-art phenotyping assays to establish a baseline behavioral and physiological assessment of w^−^. These results will help researchers interpret their findings and make informed decisions when selecting or modifying genetic backgrounds.

Our results highlight genetic background as a major driver of phenotypic differences. It is important to note that this study used a single w^+^ donor allele backcrossed into a single w^−^ line. Given the prominent background effects we identified, and the absence of genetic rescue experiments, it remains possible that a different w^−^ background or alternative white allele would yield different results. Furthermore, our design does not fully account for linkage disequilibrium. That said, we do not observe an enrichment of DE genes on the X chromosome relative to the autosomes, despite the reduced opportunity for recombination due to the absence of male meiotic crossover. However, regions of particularly low recombination, such as telomeres and centromeres, may still harbor linked variants that are not fully equilibrated between lines. 

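In males, 262 of 1833 tested genes on the X (14.3%) and 1152 of 9323 on chromosomes 2, 3 and 4 (12.4%) were DE, an odds ratio of 1.18 (two-sided Fisher's exact test, p = 0.026). In females, 210 of 1777 on the X (11.8%) and 779 of 8954 on these autosomes (8.70%) were DE, an odds ratio of 1.41 (same exact test, p = 5.2e-05). For DE genes on the X in males, the odds ratio and Fisher's exact p were 1.05 and 0.48 with DESeq2, 1.04 and 0.60 with library size alone, and 1.06 and 0.38 when the replicate block was left out. For DE genes on the X in females, the odds ratio and Fisher's exact p were 1.16 and 0.033 with DESeq2, 1.03 and 0.61 with library size alone, and 1.53 and 2.2e-05 when the block was left out. On the X, genes within 3 Mb of *w* were compared with the rest of the chromosome, *w* left out. In males 92 of 440 genes near *w* (20.9%) and 169 of 1392 elsewhere on the X (12.1%) were DE, an odds ratio of 1.91 (two-sided Fisher's exact test, p = 1.0e-05). In females 82 of 429 genes near *w* (19.1%) and 127 of 1347 elsewhere (9.43%) were DE, an odds ratio of 2.27 (same exact test, p = 2.8e-07). Within 1 Mb of *w*, 51 of 164 genes (31.1%) were DE in males and 43 of 158 (27.2%) in females. Genes are not independent replicates in these tests. Of the 1 Mb bins of all chromosomes, 125 tested in males and 124 in females, the bin from 2 to 3 Mb on the X had an excess of DE genes at an adjusted p under 0.05 in both sexes (42 of 108 genes in males), the bin from 1 to 2 Mb on the X had one in females, and 0 bins on the autosomes had one in either sex. Near *w*, Cyp4d1 (X, 2159145 to 2162180) fell from 4.83 ± 0.492 to 0.445 ± 0.144 CPM in males (SD, n = 5; edgeR log2 fold change -3.45, standard error 0.17, adjusted p = 3.5e-05) and from 7.61 ± 3.54 to 0.395 ± 0.0763 CPM in females (SD, n = 5; edgeR log2 fold change -4.19, standard error 0.21, adjusted p = 6.2e-04). Farther away, CG4020 (X, 5905746 to 5908001) fell from 40.1 ± 7.37 to 0.509 ± 0.0947 CPM in males and from 21.5 ± 8.39 to 2.45 ± 0.429 CPM in females (SD, n = 5).

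**Figure D3:**
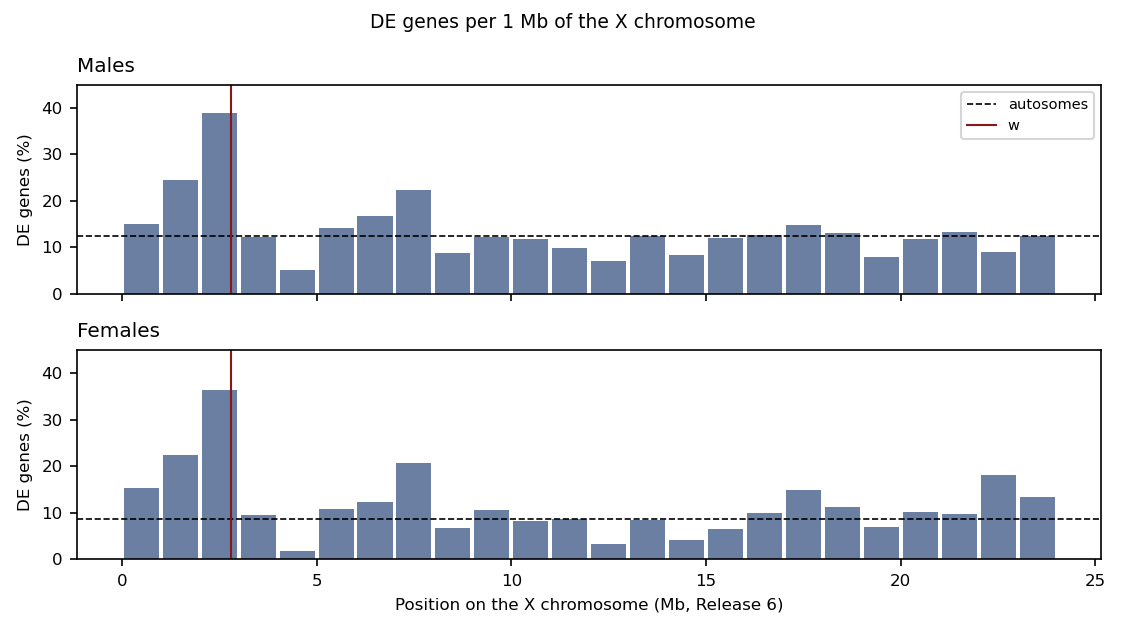
Percent of tested genes that were DE (vertical axis) in each 1 Mb bin of the X chromosome (horizontal axis, Mb), in males (top) and females (bottom), with the percent on the autosomes as a dashed line and the position of *w* as a solid line. The highest bar in both sexes is the bin from 2 to 3 Mb, which holds *w*.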

Future studies using defined genomic manipulations and alternative white alleles will be critical to fully disentangle the role of *white* from neighboring genomic variation.

The *Drosophila* community commonly compares phenotypes in lines with different genetic backgrounds; our results underline the importance of including proper controls such as deficiency strains, multiple independently derived alleles of the same gene, rescue experiments, phenotypic comparison of F1 hybrids, and backcrossing into isogenic backgrounds. Efforts should also be made to reduce genetic drift within lab stocks, including increased strain tracking, avoidance of extensive bottlenecking during husbandry and regular exchange of individuals between duplicate stock vials.

Similar effects could also exist for other popular genetic markers. For example, intracellular transport proteins scarlet and brown heterodimerize with white, and their mutations likely share some phenotypic and molecular effects with *w* mutants (Ferreiro *et al*. 2018). The curly wing phenotype is caused by mutation of *duox*, a reactive oxygen species generating NADPH oxidase that plays a role in the immune system (Hurd *et al*. 2015). Stubble, a transmembrane serine protease, plays an important role in shaping the cytoskeleton, and homozygous mutations are lethal in larvae, indicating its crucial role in *Drosophila* biology (Appel *et al*. 1993).

The issue of genetic drift is not unique to *Drosophila*. The mouse line C57BL/6 (commonly called black 6) has many substrains, each with phenotypic differences due to hundreds of generations isolated in various labs and repositories. The Jackson Laboratory, originator of black 6, considers 20 generations of separation sufficient to create a substrain (Bryant 2011; Jackson Lab 2013; Mekada and Yoshiki 2021). Assuming a generational time of 14 days (i.e. flipping every 2 weeks), *Drosophila* produces 26 generations per year. According to this estimate, the *white* mutant isolated by Morgan in 1910 (w^1^) has spent nearly 3,000 generations as laboratory stock. Over the years, it has also been distributed to countless individual labs and stock centers. As a result, the potential for genotypic and phenotypic differences between different stocks of the same original fly line is substantial, which helps explain phenotypic discrepancies reported in the literature.

## Supplementary Material

iyaf097_Supplementary_Data

## Data Availability

Requests for further information and resources should be directed to and will be fulfilled by the lead contact, Adelheid Lempradl (). Strains are available from the corresponding author upon request. The raw RNA-sequencing (RNA-seq) data are available on Gene Expression Omnibus under the accession code GSE290227. The code for RNA-seq analysis is available in the supplemental files. Any additional information to reanalyze the reported data is available from the lead contact upon request. Supplemental material available at GENETICS online.

# Supplementary material for: More than meets the eye: mutation of the white gene in Drosophila has broad phenotypic and transcriptomic effects
**Source:** Genetics. 2025 May 17;230(3):iyaf097. doi: 10.1093/genetics/iyaf097
**Supplement:** iyaf097_Supplementary_Data

**Figure S1:** **Backcrossing schematic**

Cross 1 was between a Harwich 15 female and a w^1118^ male. Virgin female offspring were collected and mated to w^1118^ males for cross 2. Red-eyed female virgins from the previous cross were mated w^1118^ males for crosses 2-10. Flies were collected for assays from cross 10. Flies from cross 10 were also crossed to one another to produce homozygous white-eyed and red-eyed lines for experiments requiring embryos and larvae, which cannot be phenotyped by eye color. Created in BioRender. Rickle, A. (2025) https://BioRender.com/g63b773

**Figure S2:** **Additional activity assay data shows decreased activity and increased sleep over time in both sexes, related to figure 1**

**a and b)** Total activity counts for males and females respectively over 7 weeks. **c and d)** Total sleep duration for males and females respectively over 7 weeks. **a-d)** Error bars represent the mean with 95% CI. N = 32 flies per group. **e-r)** Average total activity counts shown in half-hour bins for 1 week old (e, f), 2 week old (g, h), 3 week old (i, j), 4 week old (k, l), 5 week old (m, n), 6 week old (o, p), and 7 week old (q, r) males (left column) and females (right column). N = 32 flies per group.

**Figure S3: There is no significant difference in hatch rate or embryo survival, related to figure 3**

For all panels N=3 replicates of 100 embryos each, α=0.05. **a)** Average time to hatch. Error bars represent a 95% confidence interval. **b)** Number of embryos counted as hatched each hour. Bars represent the average number with a 95% confidence interval. F=0.05252 **c)** Percent embryo survival.

**Figure S4:** **RNA-seq confirms loss of *w* expression, female-specific gene expression changes, related to figure 4**

**a)** Expression of *w* in male and female w^+^ and w^-^ flies. Error bars represent the mean with standard deviation. **b)** Gene Set Enrichment Analysis (GSEA) for female flies. Plotted are only significant pathways (Q=0.1) and edges with 0.1 similarity. See also tables 4 and 5. **c and d)** Overrepresentation analysis for up- and down-regulated female-specific DE genes (p<0.05) respectively. See also tables 12 and 13.

How the deposited data were processed for this re-analysis (not part of the article)

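RNA was measured in 20 samples of pooled heads, 5 for each combination of sex and eye color, named here w+ males, w- males, w+ females and w- females with replicate numbers 1 to 5. The condition and the number of each sample were taken from the sample labels. The authors trimmed the reads with TrimGalore, aligned them with STAR to the r6.60 genome and took STAR's reverse-strand counts per gene, and they deposited these raw counts, as whole numbers without normalization, for all 20 samples. They also deposited a table of normalized signal for each sex, in which each count is divided by 1 DESeq2 size factor per sample. The genes in those tables were the 11187 (males) and 10762 (females) that pass the filter in the paper's supplementary code, and the tables were read only to check the samples and the filter. The paper gives the sequencing depth as 30 M reads per sample, and the depth counted on genes here is the sum of each sample's counts.

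Genes were kept within a sex if at least 10 counts were reached in at least 3 of the 20 samples and in at least 3 of the sex's 10 samples. Each sex was fitted with edgeR 4.0.16 (TMM normalization, robust quasi-likelihood fit) with eye color and the replicate number as a block, in R 4.3.3. The block was used because the paper's supplementary code fits eye color and replicate, and the paper's text does not name what the samples of a number share. The common biological coefficient of variation was 0.108 in males and 0.164 in females. The standard error of a log2 fold change was taken as its size over the square root of the F statistic. The difference between the sexes was tested in 1 fit of all 20 samples with the 10 replicate pairs as blocks. DESeq2 1.42.0 was the alternative test. Gene sets were tested with camera in limma 3.58.1, with an inter-gene correlation of 0.01, and with fry as the alternative. The 9 sets were written by symbol from the pathways the paper names, and between 16 and 82 of their genes were tested in most sets, with 12 to 14 for the antimicrobial peptides. The test of *w* in w+ males and w+ females and the tests of library size and marker genes were two-sided exact permutation tests. Positions, strands and exon lengths come from the Ensembl annotation of BDGP6.54.

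The genes named in the text follow a rule written before the data were examined. They are the genes the paper names, the 5 genes with the largest rise and the 5 with the largest fall in each sex among DE genes that changed the same way in all 5 replicate pairs, the 5 genes with the smallest interaction p-value, and the sex markers roX1, roX2, Yp1, Yp2 and Yp3.

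The steps were tested on simulated data with 200 genes raised or lowered by 1 log2 unit. The changed genes had high counts, and no differences between replicate pairs were simulated. In males edgeR called 200 of the 200 in the right direction and 4 unchanged genes of 11151, and in females 199 of the 199 tested and 5 unchanged genes of 10769. The interaction test called 195 of 200 genes changed in males only and 7 unchanged genes of 11388, and 0 genes of 11366 when the change was the same in both sexes. The paper's sex-unique genes changed less, with medians of 0.25 and -0.40 for the male lists and 0.23 and -0.29 for the female lists. The simulation thus does not show how many differences of that size the interaction test would find.

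Alternatives were DESeq2 with the replicate block, no replicate block, DESeq2 size factors, library size alone, all genes with at least 1 count, genes with at least 10 counts in every sample, all 20 samples in 1 fit, a required absolute log2 fold change of at least 1, a correction for gene length together with the replicate block, each replicate number left out, windows of 1 and 5 Mb around *w*, and fry. All samples were also thinned to 34211100 counts. A correction for GC content was not run. Samples of the same condition were compared in pairs, and none were copies of each other, with a chi-squared per degree of freedom of at least 16.1 and at most 399. Floors in CPM cover counting error only, because reads carry no molecular identifiers here. The behavioral, metabolic, immune and fitness assays of the paper were not analysed here.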

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

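The tests of the sample labels of replicate 4 and of thorax muscle were chosen only after the result they measure was seen. The other tests of explanations were chosen after the main changes of genes and sets and the differences of sets between the sexes were seen, but before the result of the test itself.

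In each group of 5 samples the gap between the highest or lowest sample and its neighbor was compared with the range of the group for every named gene. The gaps were taken on CPM without a log transform, where a high value of a skewed gene stands apart more easily. By chance 8.3 of 166 groups would have a sample that stands apart, but only for normally distributed values in independent groups. The antimicrobial peptide genes were high together in the same sample, so the number found does not show an excess. Of the 166 groups, 21 had a sample that stands apart, and 7 of the 21 fall on replicate 4 of the w+ females. That sample was the highest of its group for AttB (169 CPM), AttC (1538 CPM), CecA1 (54.3 CPM), CecA2 (42.5 CPM), DptB (525 CPM), Mtk (617 CPM) and CG34138 (7.82 CPM). If the sample carried more fat body RNA, the fat body markers would stand apart too, but their gap was 0.101 of the range, under the critical value of 0.71. These values and those of the next paragraph are TMM-normalized within the sex, and the marker values that follow are scaled by library size alone. If it were a mislabelled sample, *w*, roX1 or Yp1 would lie outside the other w+ females toward another group. For roX1 this was so, at 27.9 CPM against 31.0 to 41.5 CPM in the other w+ females and 27.1 to 36.9 CPM in w- females. These ranges overlap, so roX1 cannot tell w+ from w- females and does not decide on the label between them. The *w* value of the sample, 13.2 CPM, lay within the 10.8 to 14.6 CPM of the other w+ females. It was far above the 0.0994 to 0.438 CPM of w- females, and males had at least 4028 CPM of roX1. These values go against a full exchange with either group. Yp1 was higher than in the other w+ females, away from the other groups. The design gives no condition that sets this sample apart, and no biological explanation was tested.

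The other 14 samples that stand apart are spread over 12 samples, with at most 2 each. They are AttD in w- females replicate 3 (8.63 CPM), CecA1 in w- males replicate 5 (0.588 CPM), DptB in w- males replicate 4 (0.964 CPM), Sb in w- males replicate 3 (2.88 CPM) and in w- females replicate 1 (1.37 CPM, the lowest), CG12995 in w+ females replicate 3 (0.0210 CPM), CG31862 in w+ males replicate 2 (0.0245 CPM) and w+ females replicate 5 (0.0250 CPM), CG13046 in w+ males replicate 4 (0.172 CPM), Acsf3 in w+ females replicate 2 (14.1 CPM), lncRNA:yar in w- females replicate 4 (0.0250 CPM), APC7 in w+ males replicate 1 (3.19 CPM, the lowest), Yp2 in w- males replicate 3 (6.34 CPM) and roX1 in w+ males replicate 2 (4876 CPM). The values of CG12995, CG31862 and lncRNA:yar are below the 3 counts that the depth can show. No explanation was tested for these.

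For 3 genes the effect of w- differed between the sexes in the interaction test, FarO (female minus male log2 fold change 1.34), CG4020 (3.21) and APC7 (2.18). When the sexes of the replicate pairs were regrouped, 13 of 60 splits gave at least as many genes, the real one included, and 1 of them gave 116 genes, so the number of genes cannot be told apart from chance. All 3 genes lie on the X chromosome and fell more in males. A donor allele carried in 1 of 2 copies by w+ females might give a smaller change in females at genes within 3 Mb of *w*. The median ratio of the female to the male log2 fold change was instead higher there than elsewhere, by 0.0764 (permutation p = 0.126, 89 genes near *w* and 1308 elsewhere). FarO lies within this window, while CG4020 and APC7 lie 3.11 and 3.80 Mb from *w* and were counted as elsewhere. The ratio was not taken in a wider window, so it does not test the explanation at CG4020 and APC7. An allele in 1 of 2 copies that acts only on its own copy could make a fall smaller by at most 1 log2 unit, and all 3 differences were larger, so it would not account for them by itself. Larger changes in males at all genes would give a low ratio elsewhere too, and the median there was 0.948. Among genes that changed by at least 1 log2 unit in males it was 0.755 elsewhere (98 genes) and 0.826 near *w* (9 genes), but choosing genes by a large change in males lowers this ratio in any case, so these 2 medians do not test the explanation. A difference between donor and recipient sequence at these 3 genes was not tested.

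For 5 sets of genes the mean change differed between the sexes with camera. The female minus male difference was -0.18 for the cytosolic ribosomal proteins, 2.26 for the antimicrobial peptides, -0.17 for phototransduction, -0.21 for ribosome biogenesis and 0.26 for muscle structure. With fry, none of the 5 had an adjusted p under 0.05, and the smallest was 0.079, while the adjusted p-values over the alternatives ran from 3.7e-13 to 0.079 for phototransduction and from 5.4e-22 to 0.082 for muscle structure. Among 60 splits that regroup the replicate pairs between the sexes, the ribosomal proteins had a p-value as small in 11, the antimicrobial peptides in 14, phototransduction in 1, ribosome biogenesis in 3 and muscle structure in 2, the real split included. The difference in the ribosomal proteins, the antimicrobial peptides and ribosome biogenesis thus cannot be told apart from chance. For the sets without such a difference the counts were 25 for cuticle proteins, 30 for glycolysis and gluconeogenesis, 22 for the tricarboxylic acid cycle and 57 for fatty acid metabolism.

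For the antimicrobial peptides, the difference between the sexes did not come from w+ females replicate 4, since it was 3.35 without that replicate. Gene length bias leaves the means in place for the ribosomal proteins, which were -0.20 in males and -0.43 in females after a length correction, and for muscle structure in females, which was 0.32. The phototransduction difference was -0.16 after the length correction. Thorax muscle in the samples may raise the muscle genes, and 3 flight muscle markers were higher in w- females by 0.41 on the log2 scale, in 4 of 5 pairs, but not past the threshold (two-sided exact permutation test, p = 0.056). With 5 samples against 5 this p does not exclude thorax muscle. A GC correction was not run, so the difference in phototransduction cannot be told apart from a GC bias, nor that in muscle structure from a GC bias or thorax muscle. A biological difference between the sexes at these 2 sets remains a hypothesis.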

How the results depend on the processing

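The main settings, the gene sets and the alternatives were chosen before the data were examined, apart from the tests of set differences between the sexes and the thinning of the samples, which were chosen after seeing the data. Of 1330 values under an alternative, 1156 kept their direction and their side of the threshold, or moved by less than the limit set for a value without a test. A further 75 became weaker, 29 stronger, 48 moved and 22 reversed. For the results of the comparisons themselves, 333 of 403 stayed the same and 70 did not. Among the named genes 52 values were weaker, 18 stronger and 12 reversed. The fall of *w*, the lower means of the ribosomal protein, glycolysis and fatty acid sets in both sexes, and the excess of DE genes near *w* in females kept their direction and their side of the threshold under every alternative run for them.

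With the replicate block, DESeq2 gave 1715 DE genes in females, 635 genes lower in both sexes, 395 male-only and 745 female-only genes and 18 interaction genes. The odds ratio of the X in males was then 1.05. Without the replicate block there were 659 DE genes in females, 200 female-only genes and an odds ratio of the X in males of 1.06. The tricarboxylic acid cycle in females had a mean of -0.13 and the antimicrobial peptides in females reversed to -1.52, as did CecA1 (-1.28), CecA2 (-2.20) and DptB (-2.08) in females and the sex difference of fatty acid metabolism (-0.016). With library size alone in place of TMM normalization, the median log2 fold change of all genes moved to 0.14 in females and 0.05 in males, and DE genes split into 1840 higher and 375 lower in females, against 508 and 485, and into 1054 higher and 722 lower in males, against 519 and 902. There were then 2215 DE genes in females, 787 genes higher in both sexes, 1142 female-only genes, and odds ratios of the X of 1.04 in males and 1.03 in females. The tricarboxylic acid cycle in females (0.018), CG6656 in females (0.086) and roX1 in males (0.044) reversed, and the *w* difference of w+ females and males was 0.27. Relative to the shift of all genes, all 3 were still lower in w- flies, as in the main settings.

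With at least 10 counts in every sample the odds ratio of the X in males was 1.14, and *w* has no value because w- samples fall under that minimum. The value of fatty acid metabolism, females against males, reversed there to -0.0024, and to -0.048 with all genes with at least 1 count. With all 20 samples in 1 fit there were 2126 DE genes in females, 412 genes higher and 467 lower in both sexes, 413 male-only and 1247 female-only genes, and an odds ratio of the X in males of 1.13. With a required absolute log2 fold change of at least 1 there were 123 DE genes in males and 79 in females, 29 higher and 14 lower in both sexes, 80 male-only and 36 female-only genes, and an odds ratio in males of 1.51 for the X. For DE genes near white in males the odds ratio was then 2.21. With the gene length correction and the replicate block there were 258 female-only genes, the tricarboxylic acid cycle in females had a mean of -0.11 and Duox in females reversed to -0.012. With fry the tricarboxylic acid cycle in females, at a mean of -0.12, had an adjusted p of 0.056, and over all alternatives its adjusted p ran from 0.013 to 0.12. The cause of these changes was not tested.

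Across the 5 fits that each left out one replicate number, DE genes ranged from 714 to 1526 in males and from 82 to 1121 in females. Genes higher in both sexes ranged from 54 to 179 and genes lower in both from 23 to 238, male-only genes from 297 to 1342, female-only genes from 5 to 704 and interaction genes from 0 to 5. In the 2 fits with 0 interaction genes, 537 and 591 genes had an unadjusted p under 0.05. The odds ratio of the X in males ranged from 1.11 to 1.28. Mean changes ranged from -0.14 to -0.087 for the tricarboxylic acid cycle in females, from 0.021 to 0.13 for muscle structure in males and from -0.35 to 1.35 for the antimicrobial peptides in females, where the fit without replicate 4 had an adjusted p of 0.0039 and the alternatives ran up to 0.98. Differences between the sexes ranged from -0.0074 to 0.22 for glycolysis and gluconeogenesis, from -0.0012 to 0.089 for the tricarboxylic acid cycle and from -0.13 to 0.13 for fatty acid metabolism. In single genes the ranges were -0.39 to 1.78 for CecA2, -0.46 to 1.93 for DptB and -0.063 to 0.13 for Duox in females, and -0.033 to 0.031 for roX1 in males. The cause of the changes was not tested.

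Thinning all samples to the same depth left 1412 DE genes in males and 1000 in females. The depth limits the values of *w* in w- flies, with 4 to 15 counts per sample, and some values of AttD, CecA1 and CecA2 in w- males. The correction for GC content was not run.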

Differences from the paper's values

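The paper reports 1752 DE genes in females, and 993 were called here. The alternatives set before the data were examined that come within 1.5 times the paper's value were DESeq2 with the replicate block (1715), library size alone (2215) and all 20 samples in 1 fit (2126), and the others did not. DESeq2 with the replicate block is the paper's own method, run here in another version.

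Of DE genes unique to males the paper reports 366, and 853 were found here. DESeq2 with the replicate block (395), all 20 samples in 1 fit (413) and the fits without replicate 3 (513) or replicate 5 (297) come within that limit of the paper's value, and the others do not. Unique to females the paper reports 806, and 425 were found here. DESeq2 with the replicate block (745), library size alone (1142) and the fit without replicate 5 (704) come within the limit, and the others do not.

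The paper's supplementary code gives 814 DE genes higher in w- females, against 508 here. DESeq2 with the replicate block (793), DESeq2 size factors (543), at least 10 counts in every sample (547) and all 20 samples in 1 fit (931) come within the limit, and the others do not. Its tables list 96 genes higher and 270 lower in w- flies that are unique to males, against 252 and 601 here. For the genes higher, DESeq2 with the replicate block (118) and the fit without replicate 5 (79) come within the limit, and for the genes lower DESeq2 with the replicate block (277), all 20 samples in 1 fit (214) and the fits without replicate 3 (359) or replicate 5 (218), and the others do not. For females the tables list 507 unique genes higher and 299 lower, against 241 and 184 here. For the genes higher, DESeq2 with the replicate block (458) and all 20 samples in 1 fit (519) come within the limit, and for the genes lower DESeq2 with the replicate block (287) and the fit without replicate 5 (386), and the others do not. The paper has 639 genes lower in both sexes, against 301 here. DESeq2 with the replicate block (635) and all 20 samples in 1 fit (467) come within the limit, and the others do not.

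The paper states that more genes were lower than higher in w- flies of both sexes. In females 508 genes were higher and 485 lower here, while 922 of the 1715 genes DESeq2 called were lower, as were 414 of 785 with all genes with at least 1 count, 560 of 1107 with at least 10 counts in every sample, 1195 of 2126 with all 20 samples in 1 fit, 342 of 672 with the length correction and 624 of 1121 without replicate 5. More genes were higher than lower in females with no replicate block (372 and 287), DESeq2 size factors (543 and 471), library size alone (1840 and 375), a required absolute log2 fold change of at least 1 (47 and 32), and without replicate 1 (71 and 41), 2 (124 and 116), 3 (351 and 267) or 4 (57 and 25). In males more genes were lower than higher here and under every alternative but library size alone (1054 higher and 722 lower). The paper states a larger decrease of *white* than the 97.3% in males and 98.4% in females found here. The paper names AttB, AttC, DptB and Mtk among the immune genes depleted in w- males. These 4 genes were lower here without passing the threshold (adjusted p of 0.20, 0.10, 0.087 and 0.090 in edgeR's test), while DESeq2 with the replicate block called them (adjusted p of 0.0076, 0.0043, 0.026 and 4.3e-05), and edgeR's test without the replicate block called AttC (0.030) and DptB (0.045) and not CecA1 (0.071). The paper states that DE genes are not enriched on the X chromosome relative to the autosomes. The odds ratio here was 1.18 in males and 1.41 in females, and with library size alone it was not past the threshold in either sex. In males, 5 other alternatives that keep all replicates were not past the threshold either, among them DESeq2 with the replicate block.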

Other observations

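The tests of the fat body markers against the fatty acid genes were chosen only after the result they measure was seen. The other tests of explanations here, the thinning included, were chosen after the main changes of genes and sets were seen, but before the result of the test itself. The measure for the X chromosome in the splits was changed after its first values were seen, from the size of the odds ratio, which is not defined when a split has no DE genes, to the p-value of Fisher's test.

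Swapping w+ and w- within replicate pairs gives 16 splits per sex, so the share of splits as large as the real one cannot be under 0.0625 and chance cannot be excluded in this way. As many DE genes as in the real split were called in 1 of the 16 splits in each sex, the real one, and the largest number in any other split was 2 in males and 13 in females. A result as large for the X chromosome and for the genes near *w* was also found in 1 of the 16 splits in each sex, but the other splits call almost no genes, so they say little. For the sets in males, the number of splits with a p-value as small was 1 for the cytosolic ribosomal proteins, 2 for cuticle proteins, 4 for glycolysis and gluconeogenesis, 2 for the tricarboxylic acid cycle, 1 for fatty acid metabolism, 4 for the antimicrobial peptides, 1 for phototransduction, 12 for ribosome biogenesis and 10 for muscle structure. In females it was 2 for the cytosolic ribosomal proteins, 3 for cuticle proteins, 2 for glycolysis and gluconeogenesis, 4 for the tricarboxylic acid cycle, 2 for fatty acid metabolism, 16 for the antimicrobial peptides, 12 for phototransduction, 2 for ribosome biogenesis and 2 for muscle structure. When the swaps were drawn in both sexes together, 1 of 100 splits had as many genes higher in both sexes and 1 of 100 as many lower, the real one in both cases. Almost all other splits call nearly no genes in at least 1 sex. Few genes could be shared in them, so this comparison says little about the overlap. As many male-only genes were found in 9 of 100 splits and as many female-only genes in 8, so these 2 counts cannot be told apart from splits in which one sex keeps its real grouping and the other does not.

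The genes DE in 1 sex and not in the other may in large part change in the same direction in the other sex under the threshold. If so, most would change in the same direction there, more often than other genes. Of 837 male-only genes tested in females, 95.9% changed in the same direction, against 72.8% of other genes, and of 421 female-only genes tested in males, 93.6%, against 73.9% of other genes. These values are consistent with a change in the same direction. The median ratio of the change in the other sex to that in the sex of the list was 0.83 for male-only and 0.51 for female-only genes, but the choice of the genes lowers this ratio even for equal changes, so it does not test whether the sizes differ. With the adjustment over the lists alone, 5 of the 853 male-only and 20 of the 425 female-only genes had an interaction p under 0.05, and over all genes 2 and 0, with 90 and 128 at an unadjusted p under 0.05.

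Donor sequence linked to *w* is a candidate explanation for part of the DE genes, since backcrossing leaves donor sequence around a selected gene. It predicts an excess of DE genes near *w*, and the odds ratio within 3 Mb was 1.91 in males and 2.27 in females. The paper names linkage as a limit of the design. An effect of *w* itself on its neighbors would give the same excess and was not tested, and the files hold no genotypes. Autosomal 1 Mb bins were also searched for an excess of DE genes in both sexes, and 0 had one at an adjusted p under 0.05. However, w+ and w- flies were offspring of the same cross. Donor sequence on other chromosomes would on average be passed to both alike, so it predicts no such excess. The X bin from 1 to 2 Mb, next to the bin of *w*, did not pass in males either, with 22 of 90 genes DE. Only the bin that holds *w* passed in both sexes. The autosomal bins thus do not test whether donor sequence was kept on other chromosomes.

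In w- males more genes were lower than higher. The larger libraries of the w+ samples might produce this, but after thinning all samples to the same total, 63.4% of the DE genes in males were lower, against 63.5% before. The fit already scales for depth, so thinning could change this share little. With library size alone in place of TMM normalization 40.7% were lower, so the majority of lower genes depends on the normalization. The fatty acid genes were lower in both sexes. Less fat body RNA in w- samples would lower the fat body markers too. These were lower in w- males by -0.87 on the log2 scale, in 5 of 5 pairs (two-sided exact permutation test, p = 0.0079), so the lower fatty acid genes in males cannot be told apart from a smaller share of fat body RNA. In females the markers changed by -0.70, in 5 of 5 pairs, but not past the threshold (same exact test, p = 0.063), and with 5 samples against 5 this does not exclude a smaller share of fat body RNA there.

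Mitochondrially encoded genes took 7.61 ± 0.624% of the counts in w+ males and 6.41 ± 0.193% in w- males (SD, n = 5 each; two-sided exact permutation test, p = 0.0079). In females the shares were 7.04 ± 0.970% and 6.54 ± 0.432% (SD, n = 5 each; same exact test, p = 0.36). Yolk protein genes took 8.90 ± 3.26% of the counts in w+ females and 5.91 ± 1.66% in w- females (SD, n = 5 each; same exact test, p = 0.095). Of the genes the paper discusses as other markers, *bw* was higher in w- males (edgeR log2 fold change 0.76, standard error 0.07, adjusted p = 0.0010) and w- females (0.54, standard error 0.12, adjusted p = 0.050). *Sb* was higher in both (0.67, adjusted p = 0.015, and 0.58, adjusted p = 0.039), *st* was DE in males (0.46, adjusted p = 0.012) and not in females (0.28, adjusted p = 0.11), and *Duox* in neither (0.17, adjusted p = 0.30, and 0.06, adjusted p = 0.75). The effect on *st* did not differ between the sexes past the threshold (interaction adjusted p = 0.90).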
